A study of Mus musculus and Homo sapiens with 40 samples. Its data were reported in "Mutant CEBPA promotes tolerance to inflammatory stress through deficient AP-1 activation" (2025).

How the data were processed

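ChIP-seq peak lists of 11 groups were analysed. They cover H3K27ac with and without LPS, H3K4me1, anti-CEBPA and anti-ER in HPC-7 cells with CEBPA p42-ERT2 or p30-ERT2, and ATF4 in KO-52 cells. Groups were taken from the sample labels. The 19 input samples have no list of their own and served the authors as controls.

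According to the methods of the study, reads were trimmed with TrimGalore and aligned with Bowtie2 to mm39 or hg38. Duplicates marked by Picard were excluded, and narrow peaks were called with MACS2 against input. H3K27ac and H3K4me1 lists were called on pooled replicates, and the others on 1 library each. The deposited anti-CEBPA and ATF4 lists carry no mark of the setting without a shifting model that the other lists carry, so calling settings possibly differed between the antibodies. The reporting summary of the study names default MACS2 parameters and makes no such distinction. Each list gives, as deposited by the authors, a fold enrichment over the local background at the summit, the −log10 of a p-value and the −log10 of a q-value. Each list reached down to a q-value of about 0.05. The authors' fold and −log10 values were used only to describe, rank or filter peaks within their own list.

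Peaks on chromosomes 1 to 19, X and Y (mouse) or 1 to 22, X and Y (human) were kept. Overlap meant at least 1 bp. The value under chance was the mean over 100 random shifts of one list along its chromosomes. Summits were placed in promoters (1000 bp upstream to 100 bp downstream of a start site), exons, introns or intergenic sequence, in that order, with GENCODE annotation of GRCm39 or GRCh38. Merging the 4 H3K27ac lists gave union regions, present in a list where one of its peaks overlapped. A region was gained in a line when it was present with LPS and absent untreated, and lost in the reverse case.

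Motifs were consensus sequences counted on both strands. In regions, the window was 1000 bp around the strongest summit outside promoters, with 1000 draws from regions present in all lists in GC bins of 2%. At CEBPA and ATF4 sites the window was 200 bp, with control windows 5 kb to either side. Gene lists were set beside 10000 random lists of protein-coding genes, matched in 10 classes of the number of H3K27ac peaks nearest to the gene. The designs, the 12 motifs, the 3 gene lists and most alternatives were fixed before the data were examined. An estrogen response element, a background matched on rank and a finer matching of gene lists were added afterwards.

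The named genes were the loci *Fos*, *Cxcl10*, *Cebpb* and *Gadd45a*, which the study discusses, each with 50 kb on both sides. Named sites were the 3 best-ranked distal regions of each class gained in 1 line and absent in the other, and the 3 best-ranked anti-CEBPA sites found with both antibodies in 1 line and with neither in the other.

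The depth of the libraries is not given by the peak lists. Numbers of called peaks move with depth and yield, so each comparison of lists was repeated with the same number of peaks from each. Intervals are Wilson 95% intervals and cover counting error only. Other alternatives were q-values under 0.01 and 1e-05, reciprocal overlap of 50%, summits within 100 bp, promoters within 2500 bp, other windows and other backgrounds.

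The steps were tested on simulated data. All 28602 sites planted in a simulated list for the p30 against p42 overlap, made from 47517 sites, were recovered. Among 20000 simulated regions, all 1193 gained in both were classed so. The planted sites were p42 sites moved by a short distance, and the simulated regions were well separated. Full recovery was thus bound to follow from correct counting, and does not test the merging of real, broken or wide peaks. For motif classes simulated without an excess, in 3000 regions each, 49 of 1000 lay outside the central 95% of GC-matched draws. An earlier form of these draws, without replacement, had been too narrow and was replaced after the data were seen. For gene lists simulated without an excess over 21738 genes, 156 of 2000 (7.80%) lay outside the central 95% of lists matched in 10 classes, so those ranges are somewhat narrow. With up to 50 classes, 104 of 2000 (5.20%) did.

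Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.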

Results

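The series holds ChIP-seq of 40 samples, of which 38 came from mouse HPC-7 cells and 2 from human KO-52 cells. HPC-7 is a mouse hematopoietic progenitor line. It was transduced with 1 of the CEBPA isoforms, the full-length p42 or the shorter p30, each fused to ERT2, a modified estrogen receptor fragment. According to its methods, the study gave cells with such fusions hydroxytamoxifen before experiments, to bring the protein into the nucleus. The sample labels do not name this treatment. KO-52 is a human acute myeloid leukemia line. Of the samples, 19 were input chromatin. The others formed 11 groups, each with 1 peak list. H3K27ac, a mark of active regulatory regions, was measured in 3 samples per group, in p42- and p30-expressing cells that were untreated or exposed to LPS at 100 ng/mL for 2 h. H3K4me1, a mark of enhancers, was measured in 2 samples per untreated cell line. CEBPA was measured in 1 sample per cell line with an antibody against CEBPA and in 1 with an antibody against the ER part of the fusion. ATF4 was measured in 1 sample of KO-52 cells given tunicamycin at 2 µg/mL for 4 h.

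Each list was called either on pooled replicates or on a single library, so no difference between lists has a replicate check, and no p-value is given. The number of reads behind each list is unknown from the peak lists. The reporting summary of the study gives a range of reads for all samples, and no value per library. The 95% Wilson intervals below cover counting error over sites or genes only. Cell line and isoform were the same variable in this design.

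On the standard chromosomes, the H3K27ac lists held 129369 peaks in untreated p42-expressing cells and 107141 with LPS. In p30-expressing cells they held 139210 peaks untreated and 142419 with LPS. The H3K4me1 lists held 134658 peaks in p42- and 168035 in p30-expressing cells. With the anti-CEBPA antibody, 47517 sites were called in p42- and 31851 in p30-expressing cells. With anti-ER the order was the other way round, with 23248 sites in p42- and 34006 in p30-expressing cells. The median fold enrichment at the summit, as the authors' peak caller gave it, was 7.68 and 7.59 in the anti-CEBPA lists and 3.35 in the untreated p42 H3K27ac list. A q-value under 1e-05 was reached by 91.3% of the p42 anti-CEBPA sites but by only 59.8% of the untreated p42 H3K27ac peaks. That threshold moved the size of the H3K27ac and H3K4me1 lists most, for example to 77412 peaks for untreated p42 H3K27ac.

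The first comparison asked whether p30 and p42 occupied the same sites. Of the p42 anti-CEBPA sites, 55.3% (95% interval 54.8 to 55.7) overlapped a p30 site by at least 1 bp. Of the p30 sites, 82.5% (82.1 to 82.9) overlapped a p42 site. Random shifts of a list along its chromosomes gave 0.710% and 1.06%. With anti-ER, 84.1% (83.6 to 84.5) of the p42 sites overlapped a p30 site and 57.0% (56.5 to 57.6) of the p30 sites overlapped a p42 site. The lower share thus belonged to p42 with one antibody and to p30 with the other, in each case to the longer list. When the same number of sites was taken from each list, the anti-CEBPA shares were 70.7% and 70.8%, and the anti-ER shares 73.7% and 73.1%. Across shared sites, fold enrichment in one line correlated with that in the other with a Spearman rho of 0.68 for anti-CEBPA and 0.73 for anti-ER. Sites are not independent replicates, so rho is a description only.

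Sharing followed the strength of a site. Of the strongest 10% of the p42 anti-CEBPA sites, 99.5% had a p30 site, against 21.9% of the weakest 10%. For the p30 anti-ER sites the shares with a p42 site were 99.9% and 19%.

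**Figure D1:**
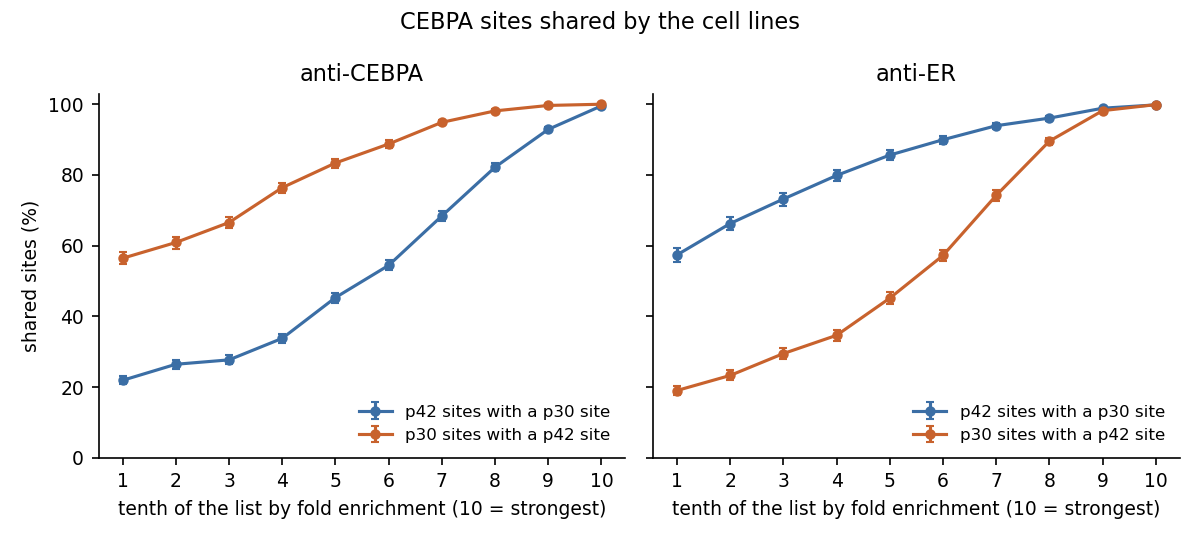
Share of CEBPA sites of one cell line (%, y axis) with a site in the other line, in 10 equal classes of the list ranked by the authors' fold enrichment (x axis, 10 is the strongest), for anti-CEBPA and anti-ER. Bars are 95% Wilson intervals; in the strongest class, 99.5% of p42 anti-CEBPA sites were shared, against 21.9% in the weakest.

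Both antibodies target the same fusion protein, so the sites they have in common measure how far 1 list can be relied on. In p42-expressing cells, 38.1% of the anti-CEBPA sites had an anti-ER site and 78% of the anti-ER sites had an anti-CEBPA site. In p30-expressing cells these shares were 63.3% and 59.1%. The difference between antibodies within a line was therefore as large as that between lines. Sites found with both antibodies numbered 18098 in p42-expressing cells, and 1240 of these (6.85%) had no site in either p30 list. In p30-expressing cells 20176 sites were found with both, and 1069 (5.30%) had no site in either p42 list.

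Among these sites of 1 line only, the 3 with the best rank in each anti-CEBPA list were examined. None ranked near the top. The first p42 site was 5188th of 47517, at chromosome 15, 81223403 to 81223714 (GRCm39), in an intron, 4790 bp from the nearest protein-coding start site, that of *Slc25a17*. Its fold enrichment was 18.1 with anti-CEBPA and 11.3 with anti-ER. The first p30 site was 4427th of 31851, at chromosome 12, 113541900 to 113542206, in intergenic sequence 34522 bp from the start of *Adam6a*, with fold enrichments of 15.8 and 5.09. The third p30 site, at chromosome 1, 52539535 to 52539831, lay in a promoter, 27 bp from the start of *Nab1*, and inside an H3K27ac peak.

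CEBPA sites were mostly intronic or intergenic. Introns held 49.6% of the p42 and 49.1% of the p30 anti-CEBPA summits, and intergenic sequence 35.4% and 33.5%. Shifted lists gave 48.1% in introns and 41.0% in intergenic sequence for either line, so intergenic summits were fewer than under chance. Promoters, from 1000 bp upstream to 100 bp downstream of a start site, held 8.74% and 10.8%, where shifted lists gave 5.24% and 5.26%. In the anti-ER lists promoters held 14.6% in p42- and 15.1% in p30-expressing cells. The promoter definition mattered most: within 2500 bp of a start site, the p42 anti-CEBPA share was 22.7%. Summits lay in H3K27ac peaks of the same line for 18.9% of p42 and 21.7% of p30 anti-CEBPA sites, against 43.9% and 38.3% of anti-ER sites. The antibody was thus associated with a larger difference than the isoform. In H3K4me1 peaks lay 10.0% and 15.0% of the anti-CEBPA summits and 20.1% and 26.5% of the anti-ER summits, p42 first. In peaks of either mark lay 22.8% and 26.9% of the anti-CEBPA summits and 49.7% and 46.5% of the anti-ER summits.

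The palindromic or near-palindromic CEBP sequence was found within the 200 bp around 25.3% of p42 and 30.3% of p30 anti-CEBPA summits, and in 0.676% and 0.667% of windows 5 kb away. Sites shared between the lines had it more often (33.5% of shared p42 sites) than sites called in p42 only (15.3%) or in p30 only (15.3%).

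Gene lists fixed beforehand were then compared with the sites, to ask whether CEBPA lay near inflammatory genes. Of 72 inflammatory genes, 29.2% (95% interval 19.9 to 40.5) had a p42 and 25% (16.4 to 36.1) a p30 anti-CEBPA site at the promoter, against 10.0% and 9.09% of the 21738 protein-coding genes. Random lists matched on the number of H3K27ac peaks near the gene averaged 12.3% and 11%. With anti-ER the inflammatory promoter shares were 27.8% and 31.9%. The intervals of the lines overlapped with either antibody. The same genes were scored in both lines, so overlap of intervals does not compare the lines. Counting either antibody, 22 inflammatory genes had a promoter site in both lines, 1 in p42 only and 3 in p30 only. A distal anti-CEBPA site in H3K27ac was nearest to 48.6% (37.4 to 59.9) of the inflammatory genes in p42- and 31.9% (22.3 to 43.4) in p30-expressing cells. With anti-ER the same shares were 51.4% (40.1 to 62.6) and 47.2% (36.1 to 58.6). With the same number of sites from each list, they were 41.7% and 31.9% with anti-CEBPA and 51.4% and 41.7% with anti-ER, p42 first. Among 28 stress response genes, a p42 anti-CEBPA promoter site was found for 28.6% (15.3 to 47.1) and a p30 site for 32.1% (17.9 to 50.7), and an anti-ER promoter site for 28.6% (15.3 to 47.1) and 53.6% (35.8 to 70.5). A distal anti-CEBPA site in H3K27ac was nearest to 60.7% (42.4 to 76.4) of them in p42 and 35.7% (20.7 to 54.2) in p30, and a distal anti-ER site to 53.6% (35.8 to 70.5) and 42.9% (26.5 to 60.9). For 18 genes of the AP-1 family the anti-CEBPA promoter shares were 27.8% and 22.2%, and the anti-ER promoter shares 27.8% and 38.9%, all with wide intervals (for anti-CEBPA, 12.5 to 50.9 and 9.0 to 45.2). A distal site in H3K27ac was nearest to 66.7% and 50% of them with anti-CEBPA and to 61.1% and 72.2% with anti-ER. These distal shares lay above the central 95% of matched random lists, as did all inflammatory shares with full lists. The AP-1 promoter shares lay within it, which for anti-CEBPA was 0 to 33.3% in p42 and 0 to 27.8% in p30. The p30 distal shares of the stress response genes also lay within it (anti-CEBPA 10.7 to 39.3%, anti-ER 17.9 to 50%). Their p42 distal shares lay above it. With the same number of sites from each list, the inflammatory promoter shares were 25% in both lines with anti-CEBPA, and 27.8% in p42 and 26.4% in p30 with anti-ER. The stress response anti-ER promoter shares were then 28.6% and 39.3%, and those of the AP-1 family 27.8% in both lines. Counting either antibody and either kind of site, 52 of the 72 inflammatory genes had a site, 39 in both lines, 8 in p42 only and 5 in p30 only. For stress response genes, promoter sites were in p30 only for 6 and in p42 only for 0. Distal sites were in p42 only for 5 and in p30 only for 0. These counts used full lists, of unequal length.

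To compare active regions, the 4 H3K27ac lists were merged into 183128 regions. In untreated cells, 79243 regions were present in both lines, 40875 in p30 only and 29793 in p42 only. All 4 lists shared 56649 regions.

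After LPS, 67696 regions were kept in p42-expressing cells, 15596 were gained and 41340 were lost. In p30-expressing cells 84897 were kept, 34943 gained and 35221 lost. The counts of gained and lost regions depended on the threshold: when presence needed a q under 1e-05 and absence meant no peak with a q under 0.05, the gained regions fell to 3635 in p42 and 8821 in p30. Under that setting the p30 regions no longer showed a small loss. Gained minus lost was -278 with all peaks and 2136 with the stricter rule. Both lines gained 3034 regions, which was 19.5% of the p42 gains and 8.68% of the p30 gains. A further 36.6% of the p42 gains and 24.6% of the p30 gains were already present in the other line untreated. Gained in p42 and absent in p30 with LPS were 8700 regions, and gained in p30 and absent in p42 were 28252. Of these, 1847 and 4922 had been present in the other line untreated, so not every region of these classes was confined to 1 line. With the same number of peaks from each list, the classes held 13030 and 17128 regions. Most of the gap between the lines thus went with the length of the lists.

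**Figure D2:**
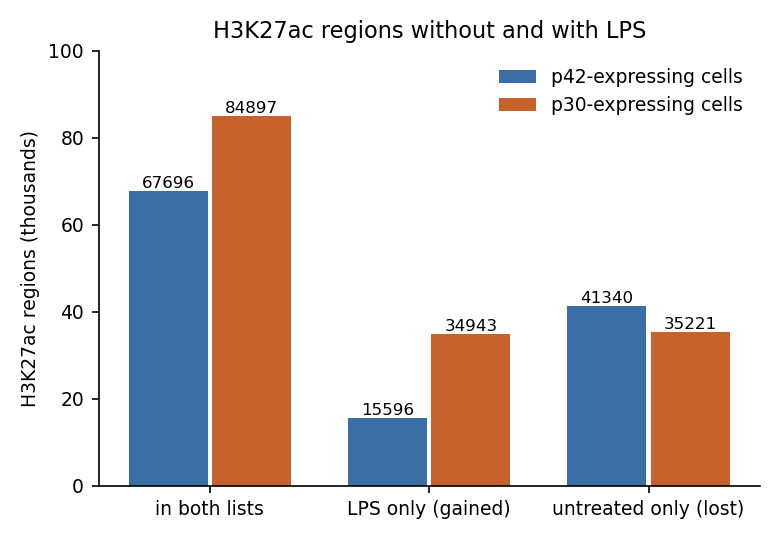
Number of merged H3K27ac regions (y axis, in units of 1000 regions) found in both the untreated and the LPS list, only with LPS, or only untreated, in p42- (blue) and p30-expressing cells (orange), 1 pooled list per bar pair and so without error bars. Lost regions outnumbered gained regions in p42 (41340 against 15596) and were close in number in p30 (35221 against 34943).

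The regions gained in 1 line were weak. Their median rank was at 82.9% of the p42 LPS list and at 75.7% of the p30 LPS list, where regions present in all lists had medians of 31.1% and 22.3%. In the strongest 10% of the LPS list were 0 of the 8700 regions gained in p42 and 1 of the 28252 gained in p30. The best-ranked distal region gained in p42 and absent in p30 was 22468th of 107141, at chromosome 13, 16082699 to 16083105, in an exon, 103430 bp from the start of *Inhba*, with a fold enrichment of 7.07. The best-ranked one gained in p30 was 19040th of 142419, at chromosome 14, 18054174 to 18054338, in an intron, 13653 bp from the start of *Gm3164*, with a fold enrichment of 8.98.

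H3K4me1 in untreated cells was compared to ask whether gained regions were marked beforehand. Of the H3K4me1 peaks in p42-expressing cells, 77.3% overlapped a p30 peak, and 55.0% of the p30 peaks overlapped a p42 peak. The overlap rule mattered most here: with a reciprocal overlap of at least 50%, these shares were 36.3% and 29.1%. Regions gained in p30 and absent in p42 had H3K4me1 in 33.6% (33.0 to 34.1) of cases in untreated p30- and 22.1% (21.6 to 22.6) in untreated p42-expressing cells. With H3K4me1 lists of the same size, these were 29.3% and 22.1%. Regions gained in p42 and absent in p30 had it in 22.1% in p42 and 23.5% in p30, and 22.1% and 19.9% with lists of the same size, so that the order of the lines changed.

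Motifs were counted in the 1000 bp around the strongest summit of distal regions. The NF-kB sequence was present in 16.0% (14.6 to 17.4) of the regions gained in both lines, against 9.02% in draws from regions present in all lists with the same GC content (central 95% of draws, 8.00 to 10.1). With the stricter rule for presence, this difference grew from 6.95 to 17.9 percentage points. In regions gained in p42 and absent in p30 the NF-kB share was 8.84%, against 8.57% in the draws (7.89 to 9.24). In regions gained in p30 and absent in p42 it was 10.5%, against 9.23% (8.78 to 9.66).

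The AP-1 sequence was present in 23.8% (22.2 to 25.4) of the regions gained in both lines, against 22.0% in GC-matched draws (20.3 to 23.6). Regions gained in p42 and absent in p30 had it in 20.2% (19.4 to 21.2), below their draws at 22.1% (21.0 to 23.1). Regions gained in p30 and absent in p42 had it in 17.8% (17.4 to 18.3), also below their draws at 22.0% (21.3 to 22.6). In the p30 regions the ratio to the draws was 0.812 for AP-1. It was lower for PU.1 (0.539), CEBP (0.566), CEBP:AP1 (0.689), CEBP:ATF4 (0.742) and RUNX (0.776). CRE, NFIL3, ISRE and GATA were less reduced than AP-1, and NF-kB lay above its draws. The direction for the p42 regions depended on the background. Against regions of the same rank in the LPS list, a comparison chosen after the data were seen, AP-1 in the p42 regions lay above the background at 18.3% (17.3 to 19.5). The control, the AP-1 sequence reversed, was found in 17.3% of the regions gained in both and in 17.9% of their draws. For regions gained in p30, even this control lay below its draws, at 17% against 17.9% (17.3 to 18.5).

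**Figure D3:**
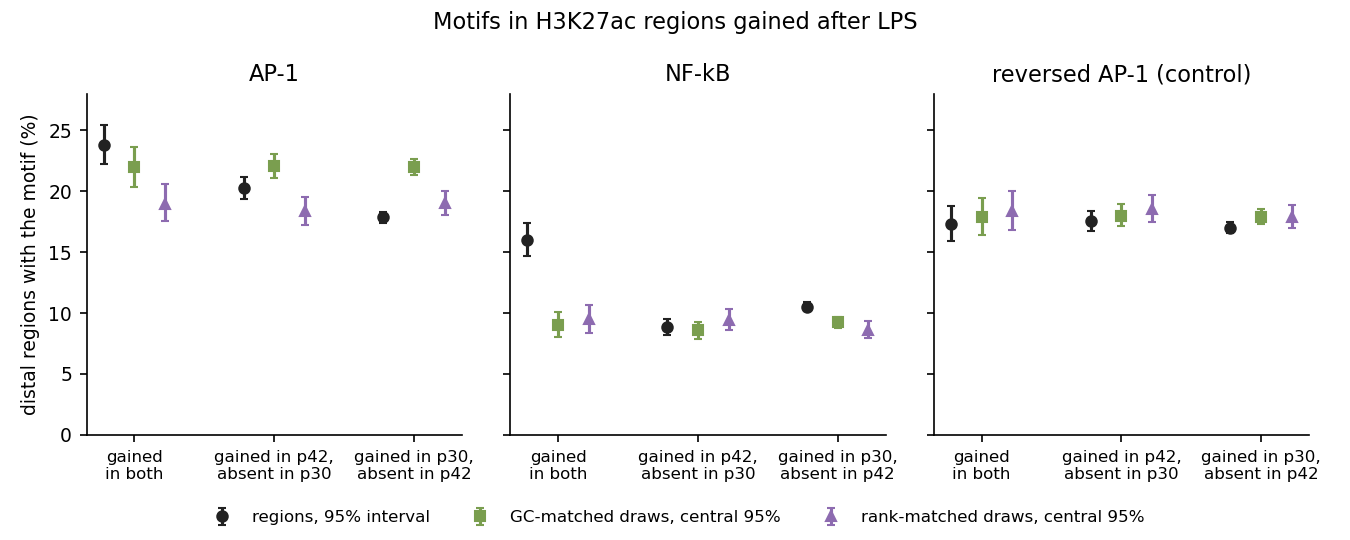
Share of distal H3K27ac regions with the AP-1, NF-kB or reversed AP-1 sequence (%, y axis) in 3 classes of regions gained after LPS. Circles are the regions with 95% Wilson intervals, squares the mean of GC-matched draws and triangles the mean of rank-matched draws, each with the central 95% of draws; NF-kB in regions gained in both lines, at 16.0%, lies above both backgrounds.

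The loci *Fos*, *Cxcl10*, *Cebpb* and *Gadd45a* were examined with 50 kb on each side. At *Fos* (chromosome 12, 85520658 to 85524047), the strongest H3K27ac peak lay over the promoter in all 4 lists, with ranks of 1033 and 685 in p42 and 1157 and 1773 in p30, untreated first. Within the locus there were 5 p42 and 4 p30 anti-CEBPA sites, and 5 p42 and 7 p30 anti-ER sites. The best-ranked anti-CEBPA site was the same in both lines, with its summit at -41758 bp from the gene start. At *Cxcl10* (chromosome 5, 92494497 to 92496748), H3K27ac peaks numbered 8 untreated and 13 with LPS in p42, and 6 and 9 in p30. None overlapped the gene itself. At *Cebpb* (chromosome 2, 167530835 to 167532338), they numbered 28 and 31 in p42, and 26 and 34 in p30. At *Gadd45a* (chromosome 6, 67012070 to 67014441), they numbered 28 and 31 in p42, and 19 and 33 in p30. These counts rose with LPS in both lines at each of the 4 loci, but the sequence covered did not. At *Fos* the H3K27ac peaks covered 23075 bp untreated and 20702 bp with LPS in p42, and 18078 and 17017 bp in p30. At *Cebpb* they covered 49825 and 47952 bp in p42 and 43078 and 54231 bp in p30, and at *Gadd45a* 24388 and 21165 bp in p42 and 15513 and 20334 bp in p30. Only at *Cxcl10* did the sequence covered rise in both lines, from 7857 to 10185 bp in p42 and from 4170 to 6610 bp in p30.

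**Figure D4:**
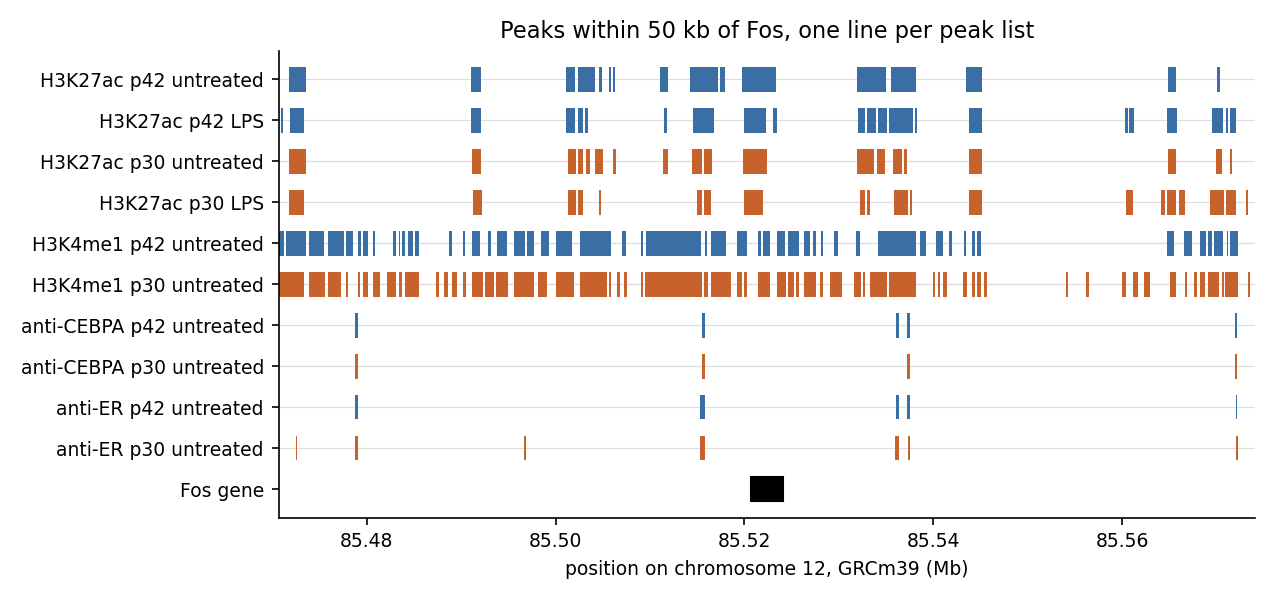
Map of the peaks of each mouse list within 50 kb of *Fos* on chromosome 12 (x axis, position in Mb, GRCm39), with p42 lists in blue, p30 lists in orange and the gene in black. The promoter carries an H3K27ac peak in all 4 lists, and the site at -41758 bp from the gene start is found in both anti-CEBPA lists.

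ATF4, a stress-induced transcription factor, had 16305 peaks on the standard chromosomes of KO-52 cells and 16470 on all contigs. There was no group to compare it with. Introns held 54.1% of the summits, intergenic sequence 33.8% and promoters 7.66%, where shifted lists gave 51.5%, 40.3% and 4.20%. The composite CEBP:ATF4 sequence TGATGCAA lay within the 200 bp around 65.2% (64.5 to 66.0) of the summits, and around 79.5% (77.5 to 81.4) of the strongest 10%. In windows 5 kb away it was found in 0.767%. The CEBP sequence itself was found at 1.85% of the summits and CRE at 0.141%.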

Values the study reported

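The study reported 16,470 ATF4 peaks in KO-52 cells. In its test of H3K27ac signal between untreated lines, 4744 peaks were higher and 3141 lower in cells with p30. CEBPA was reported at 4–5% of the promoters of inflammatory genes, with CEBPA peaks near 40–50% of such genes. Of 513 inflammatory genes that were expressed, 267 (52%) were bound at a promoter or enhancer. Among them were 43 (16%) bound by p42 alone, 46 (17%) by p30 alone and 178 (66%) by both. Distal sites counted there where HiChIP, a measurement of chromatin contacts, linked them to the gene.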

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

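The test of library yield in this part was chosen only after the result was seen.

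The number of H3K27ac peaks moved in opposite directions after LPS in the cell lines: it changed by -17.2% in p42-expressing cells and by 2.31% in p30-expressing cells. Each value compares pooled lists, and the difference between the lines was not tested. A lower yield of the p42 libraries with LPS is a candidate explanation. Of the weakest 10% of untreated p42 peaks, 27.7% were kept with LPS, and of the strongest 10%, 100%. In p30-expressing cells, where the number of peaks rose, the same shares were 39.5% and 100%. Weak peaks were thus lost with and without a fall in number, and a lower yield cannot be told apart from a biological loss by this test. A different response of the lines to LPS, through the isoform or another difference between the lines, stays open and was not tested. The counts of gained and lost regions depend on this difference in the number of peaks.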

How the results depend on the processing

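No paired analysis was possible because only pooled or single-library lists were given, with no list per replicate. For the same reason no sample was left out in turn.

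Of 220 alternatives for the 49 results that answer a comparison, 130 left the result the same, 88 moved it (27 up, 61 down) and 2 reversed it. Of 367 alternatives for 73 other results, 283 left it the same, 74 moved it (33 up, 41 down) and 10 reversed it. Where a value moved, the cause was not tested unless stated. Counting repeated lines of a list changed no number of peaks, as none was repeated, and counting all contigs added 35 to 165 peaks per list.

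With peaks at a q under 1e-05, H3K27ac lists held 77412 and 66715 peaks in p42 and 78580 and 82159 in p30, untreated first. H3K4me1 lists held 73585 in p42 and 90932 in p30. Fewer peaks follow from the filter itself. Shared with the other line were 84.5% of p30 anti-CEBPA, 85.7% of p42 anti-ER, 57.6% of p30 anti-ER, 75.0% of p42 H3K4me1 and 54.3% of p30 H3K4me1 peaks. With a q under 0.01 the p42 H3K4me1 share was 77.1%. In p42, 39.3% of anti-CEBPA sites had an anti-ER site. In p30, 66.7% did, and 58.4% of anti-ER sites had an anti-CEBPA site. In H3K27ac or H3K4me1 peaks lay 21.0% and 24.8% of anti-CEBPA and 47.6% and 43.0% of anti-ER summits, p42 first. Untreated regions in p30 only were 19334 and in p42 only 17542. With LPS, 8145 were gained and 20942 lost in p42, and 18123 gained and 16013 lost in p30. Gained in p42 and absent in p30 were 4488, and in p30 and absent in p42 13970. Gained minus lost in p30, -278 with all peaks, was 2110 here, 269 with a q under 0.01, 461 with single peaks and 2136 with the stricter presence rule, so its sign is not settled.

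With a reciprocal overlap of 50%, shared were 54.4% of p42 and 81.1% of p30 anti-CEBPA sites, 78.1% and 53.4% of anti-ER sites and 36.3% and 29.1% of H3K4me1 peaks. Between antibodies the shares were 34.0% and 69.6% in p42 and 61.0% and 57.1% in p30, anti-CEBPA first. With summits within 100 bp they were 54.4% and 81.2% for anti-CEBPA, 81.9% and 56.0% for anti-ER, 37.3% and 76.3% between antibodies in p42, and 61.9% and 58.0% in p30.

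With the same number of peaks from each list, shared were 70.7% and 70.8% of anti-CEBPA sites, 73.7% and 73.1% of anti-ER sites and 71.4% and 61.7% of H3K4me1 peaks, p42 first. Near equality is partly fixed by construction. Between antibodies the shares were 57.7% and 57.9% in p42, and 62.6% and 62.4% in p30. Promoters held 9.04% of p42 anti-CEBPA sites. In H3K27ac or H3K4me1 peaks lay 24.0% of p42 and 26.3% of p30 anti-CEBPA summits. Regions lost in p42 were 27007, those gained in p30 and absent in p42 fell to 17128, and those gained in p42 and absent in p30 rose to 13030. Gained minus lost was -7285 in p42 and -3019 in p30.

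With promoters within 2500 bp, these held 22.7% and 25.4% of anti-CEBPA and 32.6% and 32.4% of anti-ER summits, p42 first. A wider window gives more by construction. With protein-coding transcripts only, they held 3.66%, 5.13%, 6.82% and 7.49%. Inflammatory genes with a site within 2500 bp were 51.4% and 37.5% with anti-CEBPA and 47.2% and 54.2% with anti-ER.

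With the stricter presence rule, 3635 regions were gained and 11426 lost in p42, and 8821 gained and 6685 lost in p30. Gained in 1 line and absent in the other were 1474 and 5945. In points over the GC-matched background, AP-1 in regions gained in both was 5.46 (1.82 before) and NF-kB 17.9 (6.95 before). AP-1 in p42-gained regions turned from -1.80 to 1.06, and in p30-gained regions it was -5.98 (-4.13 before).

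In windows of 500 bp, NF-kB in regions gained in both was 4.36 points and AP-1 in p30-gained regions -2.48. In windows of 2000 bp, AP-1 in p42-gained regions was -0.365, and reversed AP-1 there turned from -0.462 to 0.236. With promoters included, AP-1 in p30-gained regions was -3.63. Without GC matching, NF-kB was 5.34 points in regions gained in both, turned from 0.275 to -1.79 in p42-gained regions and from 1.3 to -0.0984 in p30-gained regions, and reversed AP-1 in p42-gained regions turned to 0.0162.

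Against the background matched on rank, chosen after the data were seen, AP-1 was 4.83 points in regions gained in both and -1.18 in p30-gained regions. In p42-gained regions AP-1 turned to 1.90, NF-kB to -0.608, and CEBP from -0.885 to 0.490. CEBP:AP1 there was 3.20%, against 2.14% (1.75 to 2.55) at the same rank, and CEBP:ATF4 3.15%, against 2.03% (1.65 to 2.44). With a q under 1e-05, CEBP:ATF4 was 5.01% (3.96 to 6.32), against 2.26% (1.44 to 3.19). PU.1 stayed lower, at 6.12% against 10.3%. In p30-gained regions CEBP:AP1 was 2.19% against 3.06%, and CEBP:ATF4 2.28% against 2.68%.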

Other observations

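Of the 16 tests of explanations run for the closing section, those of yield, of GC content, of the NF-kB and AP-1 shares at the same rank, of non-specific recovery, of the estrogen response element and of chromosome-wide bins were chosen only after the result was seen. The AP-1 test was first run on both lines together, where it did not decide, and was split by line afterwards.

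The anti-CEBPA list was longer in p42 and the anti-ER list longer in p30. Unequal depth or yield of the 4 libraries is a candidate explanation. Of the strongest 10% of p42 anti-CEBPA sites, 99.5% had a p30 site, so strong sites called in p42 only were rare, at 23 of 4752. Sharing rose with strength in the shorter lists too, for p42 anti-ER sites from 57.4% of the weakest to 99.8% of the strongest 10%. Unequal yield and a difference in binding at weak sites therefore cannot be told apart.

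Sites called in 1 line might be bound in that line only, or might be missed in the other. The second antibody was used as a test, with a margin of 1.5 times the ratio at shared sites, set before the values were seen. With anti-ER lists of the same size, anti-CEBPA sites called in p42 and not in p30 had an anti-ER site more often in p42 than in p30, by a ratio of 1.45 (1.41 to 1.5), against 0.895 at shared sites. With the full lists the ratio was 0.838, against 0.772. For sites called in p30 and not in p42, the ratio of p30 to p42 was 1.40 (1.33 to 1.46) against 1.12 with lists of the same size, and 2.01 (1.91 to 2.11) against 1.3 with the full lists. The p42 sites passed the margin only with lists of the same size and the p30 sites only with the full lists, so for both, binding in 1 line and a missed call cannot be told apart. An earlier reading used lists of the same size alone. A looser criterion, that the intervals be separate, was tried after the values were seen and would have passed both there. In the reverse direction, with anti-CEBPA lists of the same size, anti-ER sites called in p42 only had a ratio of 1.73 against 0.998 at shared sites, and those called in p30 only 1.12 against 1.00. With the full lists these were 2.59 (2.44 to 2.75) against 1.13, and 0.859 against 0.881. The anti-ER sites called in p42 only thus passed the margin in both settings, though no prediction had been written for them. The lines also differ in more than the isoform, and that difference was not tested.

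NF-kB sequences were more frequent in regions gained in both lines. GC content does not account for this, as the ratio to a GC-matched background was 1.77 while the reversed AP-1 control stood at 0.967. Weak signal does not account for it either, since regions of the same rank in the p42 LPS list had NF-kB in 9.47%, and the gained regions in 16.0%. An association of the shared LPS response with NF-kB is a hypothesis that these values leave open. It was found and tested on the same data.

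AP-1 sequences were less frequent in regions gained in 1 line than in GC-matched regions present in all lists. This shortfall was not confined to AP-1, whose ratio to the draws was 0.918 in p42 and 0.812 in p30. The ratios were 0.428 and 0.539 for PU.1 and 0.738 and 0.776 for RUNX, but 1.03 and 1.14 for NF-kB. Weak signal of the gained regions is a candidate explanation. At the same rank in the p42 LPS list, regions present in all lists had AP-1 in 18.3%, below the 20.2% of the regions gained in p42. At the same rank in the p30 list they had it in 19.03% (18.1 to 20.0), against 17.8% (17.4 to 18.3) in the regions gained in p30. The last pair of ranges only just overlaps, and with the earlier, too narrow draws they had not overlapped. The spread of the draws already covers the size of the class, so overlap of ranges is a loose criterion. The shares themselves lay outside the draws, above them in p42 and just below them in p30. With gained regions limited to a q under 1e-05, AP-1 in regions gained in p42 was 24.5% (22.3 to 26.9). At the same rank it was 20.5% (18.4 to 22.8), so the share lay above the draws, though the ranges just overlap. In regions gained in p30 it was 17.4% (16.4 to 18.4), below the 20.4% (18.95 to 21.9) at the same rank, so weak signal does not account for the strongly called regions. The rank-matched backgrounds were not matched on GC as well. The reversed AP-1 control in regions gained in p30 was lower by nearly the same factor, at 17% against 17.9% (a ratio of 0.95, and 0.938 for AP-1), and in the strongly called ones it was 15.9% against 18.8% (a ratio of 0.844, and 0.853 for AP-1). At the same rank, a lack specific to AP-1 in these regions is thus not shown.

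Regions gained in p30 and absent in p42 had H3K4me1 more often in untreated p30 than in untreated p42. The longer H3K4me1 list of p30 is not the whole cause, since the ratio was 1.33 with lists of the same size and 1.52 with full lists. Regions that differ between the lines before LPS are a hypothesis that stays open.

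Sites found with anti-ER and not with anti-CEBPA had the CEBP sequence in 6.53% in p42 and 9.25% in p30, against 31.6% and 34.0% of the anti-ER sites that had an anti-CEBPA site and 0.636% and 0.680% of windows 5 kb away. AP-1 was found in 8.16% and 7.43%, against 5.94% and 5.30%. Non-specific recovery of active chromatin with the ER antibody does not account for all of these sites. Their CEBP share in 200 bp is above the 4.71% found in 1000 bp around distal regions with H3K27ac in all lists. For AP-1, at 21.6% there, the longer window leaves the comparison undecided. For part of the sites such recovery may hold. They lay in H3K27ac in 48.6% of cases in p30, against 31.2% of the sites with both antibodies, and in 57.0% against 40.2% in p42. Recruitment of the fusion protein by other factors would give the same and was not tested. For an endogenous estrogen receptor, an estrogen response element was found at 0.0504% (0.0244 to 0.104) of these sites in p30, against 0.0144% in windows away from them. In p42 it was found at 0.0782% (0.0304 to 0.201), against 0.00978%. These shares stand for 7 sites in p30 and 4 in p42. A fixed limit chosen after the value was seen stood in for a time for the rule written before, and the earlier rule was restored. These are too few sites to decide, and an effect on a small number of sites cannot be told apart from none. Calling settings possibly also differed between the antibodies.

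Relative to all chromosomes, H3K27ac peaks on chromosomes 1 and 17 were more numerous after LPS in p42, by factors of 1.14 and 1.18, where 17 other autosomes lay between 0.919 and 1.03. Chromosome X stood at 1.09. These chromosomes hold 21.1% of the regions gained in p42, against 12.8% of those gained in p30 and 14.2% of all regions. The pattern was found by looking over several ratios of lists on every chromosome. A different copy number of these chromosomes between the libraries, in cells or in input, may be a cause. Of their 10 Mb bins 96.7% lay above the genome-wide ratio (29 of 30, against 79 of 225 on the other autosomes). This was at first counted in favour. Because the chromosomes were picked for being high it decides little, and it was given less weight after the value was seen. A shift in the strength of all peaks there was examined through ranks. Peaks called in both p42 lists moved by a median of 4.70 points, against 5.48 elsewhere. A fixed margin written first would have counted this in favour. After the values were seen it was replaced by the spread between chromosomes, 4.76 to 6.54 for the other autosomes. Chromosome 1, at 4.47, lies outside it and chromosome 17, at 5.13, inside it. In p30 the shifts of chromosomes 1 and 17 were 1.63 and 3.14, above the highest of the other autosomes, 1.37. The numbers of peaks on these chromosomes lie outside the range of the other autosomes, but a change in copy number and a shift in strength cannot be told apart here. Part of the p42 gains may thus be technical.

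The anti-ER peak with the highest −log10 p in p30, 27867.9, was chosen after its values were seen. It lies on chromosome 2, 98496922 to 98497635, has a fold enrichment of only 4.56, and a peak was called there in all 10 mouse lists. No anti-CEBPA or anti-ER peak overlapped *Cebpa* itself.

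In KO-52 cells, 165 ATF4 peaks lay outside the standard chromosomes, and 86 of them on a single contig.

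At inflammatory gene promoters, CEBPA was found for 29.2% of genes in p42 with anti-CEBPA. That is higher than the value quoted from the study above. The gene list was not that of the study. The methods of the study do not state a promoter definition, which may also differ. A distal site in H3K27ac was nearest to 48.6% and 31.9% of inflammatory genes with anti-CEBPA, p42 first. With anti-ER it was nearest to 51.4% and 47.2%. The p42 anti-CEBPA and p30 anti-ER shares lie in the range quoted above for nearby peaks. The p30 anti-CEBPA share lies below that range and the p42 anti-ER share slightly above it. In untreated cells, 40875 H3K27ac regions were called in p30 only and 29793 in p42 only. Those numbers are higher than the values quoted from the study above, which come from a test of signal and not from presence in a list. Genes with a site in p30 only made up 9.62% of the inflammatory genes with a site. That is lower than the value quoted from the study above, but rests on 5 of 52 genes. Genes with a site in p42 only made up 15.4%, close to the value of the study. Those with a site in both lines made up 75%, higher than in the study. These shares are not like for like. The study linked distal sites to genes by HiChIP contacts and counted expressed genes only. Here the nearest start site was used, a site of either antibody counted, and expression was not considered.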
